A study of Mus musculus with 60 samples. Its data were reported in "Gut Microbiota-Testis Axis: FMT Mitigates High-Fat Diet-Diminished Male Fertility via Improving Systemic and Testicular Metabolome" (2022).

How the data were processed

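The bacterial community of the cecum was measured in 60 male ICR mice, an outbred stock, at 10 weeks of age. The cecum is the pouch between the small and the large intestine. A stretch of the bacterial 16S ribosomal RNA gene with variable regions that differ between kinds of bacteria was amplified from the DNA of the cecal contents and sequenced in paired-end reads on an Illumina HiSeq. Sequences of high similarity were grouped by the authors into operational taxonomic units (OTUs), which stand for kinds of bacteria. The similarity limit, the software and the filters used for that grouping were not stated.

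The deposited values are whole-number counts of sequences per OTU and sample, and the authors had not scaled them to one depth, since the totals differed between samples. The table held 1544 OTUs, of which 1381 had at least 1 count in the 60 samples and 163 had none. Columns were assigned to mice by the sample titles. Another 79 columns matched no sample title and were not used in any step. The OTUs carried numbers and were not paired with the names of bacteria, so the planned comparisons of the genera Bacteroides and Mucispirillum, of the ratio of Bacteroidetes to Firmicutes and of a list of genera were not analysed here. Distances that need a tree of the OTUs were not used here either.

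The groups were taken from the sample titles and treatment labels. There were 10 mice in each of 6 groups, and the number of each mouse was the one in its title. The numbers ran beyond 10 in 5 of the groups. Total counts ranged from 34794 to 54045 per sample with a median of 48968. With these totals the upper limit of the share that a count of 0 allows (3 counts of the total) was between 0.00555% and 0.00862% in a single sample. Intervals and limits cover counting error only, because amplified sequences without molecular identifiers are not independent molecules. Before averaging, the 270 pairs of mice within groups were compared by a chi-square statistic on their counts. The lowest value was 46.2 per degree of freedom and the median was 131, so every pair differed by far more than sampling noise and each mouse was counted as 1 replicate.

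The main test of single OTUs was the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 with TMM scaling. It was fitted to all 60 samples together, which gives them one estimate of the spread, because the general statistics of the study compared all groups by one-way analysis of variance. The effect-size method that the study used for differences in abundance (LEfSe) was not used here. OTUs with at least 1 count in at least 10 samples were tested, which kept 913 OTUs with 98.6% of the counts. An OTU was called when its Benjamini-Hochberg adjusted p-value was under 0.05. Positive log2 fold changes mean higher in the group named first. Their SE was not taken from the fit but computed as the absolute log2 fold change divided by the square root of the test's F statistic. The text names, for each of 6 comparisons, up to 3 OTUs with the greatest absolute log2 fold change among those that were called and had a mean share of at least 1% in at least 1 of both groups. Where all mice of a group had 3 or fewer counts of an OTU, a fold change is given only as a lower limit against that floor.

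Differences in community composition were tested by permutational analysis of variance on Bray-Curtis distances between the relative abundances, with vegan 2.7.1 and 10000 arrangements of the group labels, the observed one included. The smallest p-value these can give is 1e-04. Differences in spread within groups were tested on the distances to the group centroid in the same way. The Shannon index (in bits) was averaged over 20 random draws of 34794 counts from each sample, the lowest total. The number of observed OTUs was the number expected in such a draw, computed without drawing. Their group means were compared by a two-sided permutation test of the difference in means with 100000 resamples. Adjusted p-values were computed over the 6 comparisons of each measure. Each test of diversity and composition was repeated without each mouse in turn, after the data had been seen, with an exact permutation test for diversity and the other comparisons kept in the adjustment. The difference between the effects of alginate oligosaccharide on both diets was tested by an interaction term.

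Reversal of the diet-associated change was measured as the Spearman correlation, across the 913 OTUs, between the log2 fold changes of HFD against control and those of a treated group against HFD. OTUs are not independent replicates, and both comparisons share the HFD mice, which alone gives a negative correlation. The observed value was therefore set beside 100 simulations of unchanged groups that shared those mice in the same way. A second set of 100 simulations, added after the data had been seen, kept the observed mean shares of control and HFD mice and gave the treated groups the HFD means.

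The tests were checked on simulated counts drawn from the means, spread and library sizes of the samples. In 5 draws with 200 of on average 906 OTUs changed 16-fold, edgeR recovered 68.4% of the changed OTUs, gave none the wrong direction, and 8.19% of its calls were OTUs that had not been changed, above the 5% aimed at. DESeq2 recovered 85.0% with 7.91% false calls. A permuted rank test on the shares recovered 23.7% of the 200 among 913 OTUs, with 9.89% false calls. In simulations without change, none of the 3 tests called any OTU. The simulated mice held no classes of mouse number. Random splits of the real mice gave edgeR a median of 2 (A10-FMT against Con-FMT) to 69 (A10-FMT against HFD) called OTUs. The absence of false calls in the simulations therefore does not carry over to the real counts.

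The groups, tests, comparisons, rule for naming OTUs and most alternatives were chosen before the data were examined. The alternatives were library totals without TMM factors, DESeq2 1.42.0 with size factors from positive counts, weaker and stricter filters, fits to only the groups compared, the mouse number as a block, other distances, and other depths, filters and scales for diversity. Counts brought to the lowest total, the permuted rank test, a covariate for mouse numbers above 10 and, for reversal, mice numbered up to 10 alone were added after the data had been seen. Tables and plots were made with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.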

Results

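The cecal microbiota was profiled in 6 groups of 10 male mice. Control mice were fed a regular diet. A10 mice received alginate oligosaccharide (AOS), a short sugar chain made from brown algae, at 10 mg per kg of body weight on the regular diet. HFD mice were fed a high-fat diet, and HFD+A10 mice received the high-fat diet together with AOS. The remaining groups were fed the high-fat diet and received fecal microbiota transplantation (FMT), from control donors in Con-FMT and from AOS-dosed donors in A10-FMT. According to the paper, the transplant was content of the small intestine, pooled within each donor group. The mean total count was 45154 ± 5560 in control mice, 45596 ± 3289 in A10, 49238 ± 1878 in HFD, 50222 ± 2782 in HFD+A10, 50279 ± 2542 in Con-FMT and 49978 ± 2597 in A10-FMT (SD, n = 10 each). In all 60 samples together, the 10 most abundant OTUs held 44.3% of the counts.

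The 6 groups differed in community composition. Group explained 32.5% of the variation in Bray-Curtis distance (permutation p = 1e-04, the smallest these permutations can give). With distances on square-root abundances the share was 41.6%, the greatest of the 3 other distances tried.

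**Figure D1:**
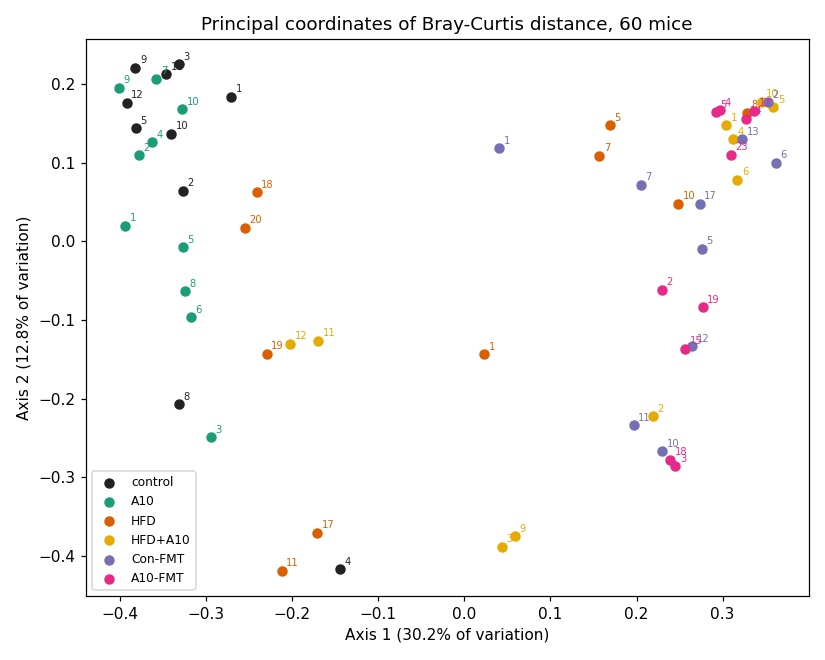
Each point is 1 mouse placed by the first 2 principal coordinates of Bray-Curtis distance, which hold 30.2% and 12.8% of the variation, coloured by group and marked with its mouse number. Control and A10 mice lie on the left of axis 1, the FMT mice on the right, and HFD mice numbered 11 and 17 to 20 lie to the left of HFD mice numbered up to 10.

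The comparison of HFD with control mice asked how the high-fat diet changed the cecal community. Diet group explained 16.5% of the variation between these 20 mice (permutation test of distances, adjusted p = 0.0012), and the spread within the groups did not differ (adjusted p = 0.779). Among mice numbered up to 10 (n = 5 and 8), a boundary chosen after the communities had been seen, the share was 29.6% (permutation p = 3e-04) and edgeR called 523 OTUs, 176 higher and 347 lower. HFD with control was not tested above 10, where control held mice 11 and 12 only. edgeR called 392 of 913 OTUs, 161 higher and 231 lower in HFD. The alternative that moved this count most was a filter of 10 counts in at least 10 samples, under which 177 of 425 OTUs were called. The median log2 fold change of all OTUs was -0.17 with TMM factors, -0.25 with library totals and 0.10 with DESeq2 size factors. DESeq2 called 165 OTUs higher and 155 lower, while library totals in edgeR gave 172 higher and 239 lower. Among the called OTUs, 13 had a mean share of at least 1% in 1 of both groups.

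OTU3 made up 2.66% ± 3.45 (SD, n = 10) of the counts in HFD mice and was detected in 10 of 10. It had no count in the 10 control mice, whose pooled counts allow a share of up to 0.000664%. Its mean share was at least 308-fold higher in HFD (edgeR, adjusted p = 2.82e-07). OTU25 made up 1.56% ± 1.99 in HFD mice, was detected in 9 of 10 and had no count in control mice. It was at least 181-fold higher in HFD (adjusted p = 5.96e-05). OTU629 made up 1.65% ± 3.14 in control mice, where it was detected in 9 of 10. Its median share there was 0.0936%, and 46.25% of its summed share came from 1 mouse. HFD mice held a single count of it, and its mean share was at least 257-fold lower (adjusted p = 3.22e-06).

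HFD mice held fewer OTUs than control mice. At the same depth, 418 ± 33.1 OTUs were observed in HFD and 555 ± 94.3 in control (SD, n = 10; permutation p = 0.001, adjusted p = 0.006), and 3 of 10 HFD mice lay below every control mouse. The Shannon index was 5.27 ± 0.46 in HFD and 6.01 ± 1.12 in control, a difference of -0.74 that did not pass the threshold after adjustment (permutation p = 0.0682, adjusted p = 0.102). This call rested on control mouse 4, without which the difference was -1.03 (exact permutation p = 0.00168, adjusted p = 0.0101).

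The FMT groups were compared with HFD mice to ask whether transplanted microbiota changed the community of mice on the high-fat diet. A10-FMT and HFD mice differed in composition (19.6% of the variation, permutation test of distances, adjusted p = 0.0027). Con-FMT and HFD mice differed as well (15.0%, adjusted p = 0.009). In both comparisons the spread within groups differed too (adjusted p = 6e-04 for A10-FMT and 0.0015 for Con-FMT), so the separations include a difference in spread. The mean distance of a mouse to the others of its group was 0.456 ± 0.024 in A10-FMT, 0.510 ± 0.098 in Con-FMT and 0.702 ± 0.029 in HFD (SD, n = 10). A10-FMT differed from HFD in 282 OTUs, 34 higher and 248 lower. Con-FMT differed from HFD in 245 OTUs, 34 higher and 211 lower. The median log2 fold change of all OTUs in A10-FMT against HFD was -0.73 with TMM factors, -0.63 with library totals and -0.40 with DESeq2. In Con-FMT against HFD it was -0.45, -0.63 and -0.21. The permuted rank test called 4 OTUs in each of these comparisons. In that test 179 OTUs for A10-FMT and 156 for Con-FMT had an unadjusted p-value under 0.05, against 366 and 338 in edgeR.

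These comparisons were repeated within classes of mouse number, with a boundary at 10 that was chosen after the communities had been seen. Among mice numbered up to 10, no OTU differed between A10-FMT (n = 4) and HFD (n = 5) by edgeR, while 58 had an unadjusted p-value under 0.05. Among mice numbered above 10, 358 OTUs differed between A10-FMT (n = 6) and HFD (n = 5). For Con-FMT against HFD the counts were 0 up to 10 (n = 6 and 5), with 82 at an unadjusted p-value under 0.05, and 252 above 10 (n = 4 and 5). The difference between the number classes was itself tested. It was called in 28 OTUs for A10-FMT and 27 for Con-FMT, and the interaction of group and number class held 10.6% of the variation in distance for A10-FMT (permutation p = 0.0112) and 11.1% for Con-FMT (p = 0.0085). In composition, the mice numbered up to 10 did not separate from HFD beyond the threshold, with 19.6% of the variation for A10-FMT (permutation p = 0.128) and 12.1% for Con-FMT (p = 0.262). Among mice numbered above 10 the shares were 43.7% for A10-FMT (permutation p = 0.0019) and 43.6% for Con-FMT (p = 0.0067). The share for A10-FMT up to 10 was about that in all mice, and these groups held 4 to 6 mice. With mouse number above 10 as a covariate in all mice, 268 OTUs were called for A10-FMT and 164 for Con-FMT, of which 247 and 158 were among those called without it.

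**Figure D2:**
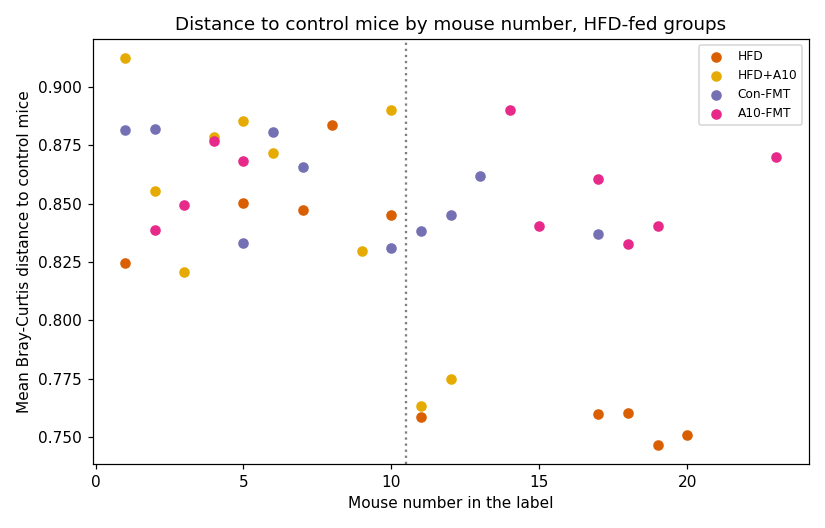
Points give the mean Bray-Curtis distance of each HFD-fed mouse to the 10 control mice (vertical axis, which does not start at 0) by its mouse number, coloured by group, with a dotted line between numbers 10 and 11. HFD mice up to 10 average 0.850 and those above 10 average 0.756.

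OTU23 made up 1.47% ± 2.52 (SD, n = 10) of the counts in HFD mice, was detected in 6 of 10, and 54.4% of its summed share came from 1 mouse. A10-FMT mice had no count of it, and its mean share was at least 222-fold lower there (edgeR, adjusted p = 4.78e-04). Con-FMT mice held 1 count of it, and it was at least 224-fold lower (adjusted p = 0.00148). OTU17 made up 3.00% ± 6.13 in HFD mice, with 66.1% of the summed share in 1 mouse. It made up 0.0292% ± 0.0398 in A10-FMT (log2 fold change -6.54 ± 1.54 SE, adjusted p = 0.00114). It made up 0.0238% ± 0.0251 in Con-FMT (log2 fold change -6.80 ± 1.55 SE, adjusted p = 0.00148). With mouse number above 10 as a covariate, OTU23 (-7.55) and OTU17 (-3.56) were no longer called in Con-FMT, while both were in A10-FMT. OTU30 was called higher in Con-FMT (log2 fold change 4.72 ± 1.72 SE, adjusted p = 0.0323), where it made up 1.33% ± 4.12. In that group 98.5% of its summed share came from 1 mouse, its median share of 0.00198% was below the 0.0146% of HFD, and its direction reversed with DESeq2 and with the rank test. It was not called with the covariate either (2.31).

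**Figure D3:**
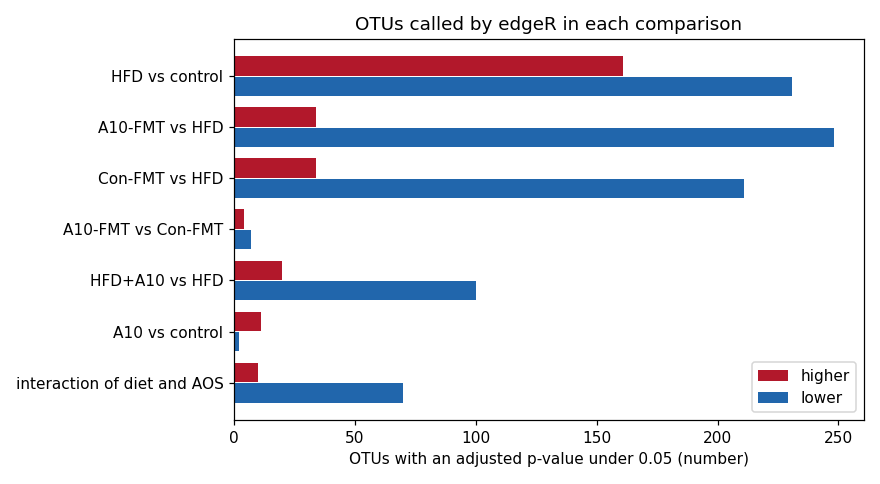
Bars give the number of OTUs with an edgeR adjusted p-value under 0.05 in each comparison, split into OTUs higher and lower in the group named first. The bars run from 248 lower OTUs in A10-FMT against HFD to 2 lower OTUs in A10 against control.

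Diversity in the FMT groups lay below that of HFD mice by differences that did not pass the threshold after adjustment. Observed OTUs were 385 ± 32.7 in A10-FMT and 380 ± 33.2 in Con-FMT (SD, n = 10), against 418 in HFD (permutation p = 0.0283 and 0.0192, adjusted p = 0.0566 for both). On counts as deposited both differences, of -33.5 and -35.7 OTUs, passed the threshold. The Shannon index was 4.75 ± 0.51 in A10-FMT and 4.83 ± 0.35 in Con-FMT (permutation p = 0.0281 and 0.0297 against HFD, adjusted p = 0.089 for both). Leaving out single mice moved some of these calls. Both comparisons of the Shannon index passed without HFD mouse 11, with adjusted p = 0.0417 for A10-FMT and 0.0296 for Con-FMT (exact permutation tests). Each comparison of observed OTUs passed in 5 of the 20 fits that left out 1 mouse, with adjusted p from 0.0338 to 0.119 for A10-FMT and from 0.00409 to 0.0738 for Con-FMT. The mice were HFD 1, 5 and 8 in both, A10-FMT 2 and 5, and Con-FMT 13 and 17. Of the FMT mice, 4 in A10-FMT and 8 in Con-FMT had fewer observed OTUs than every HFD mouse. The tests of diversity were not split by mouse number. HFD mice numbered up to 10 had 386 to 408 observed OTUs and those above 10 had 408 to 498. The differences in observed OTUs were therefore not separated from mouse number.

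**Figure D4:**
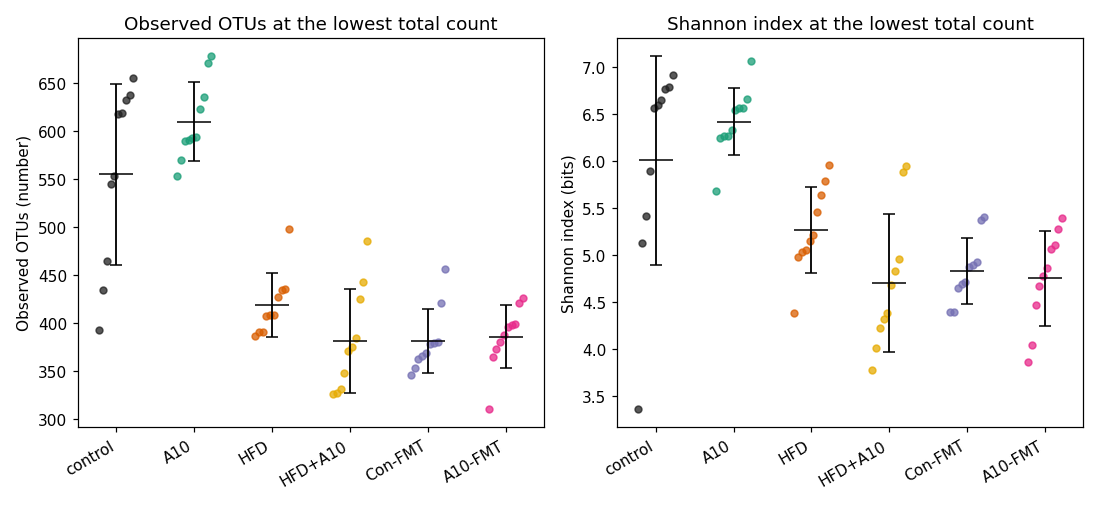
Points give the number of observed OTUs and the Shannon index (bits) of each mouse at the lowest total count, with group means and SD as bars (n = 10 per group). The control and A10 means of 555 and 609 observed OTUs lie above the means of the 4 HFD-fed groups, which lie between 380 and 418.

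The comparison of A10-FMT with Con-FMT asked whether the donor's AOS dosing mattered. Each transplant came from a single pool of donors, so the recipient mice do not replicate the dosing of donors. The tests below compare the pools and cannot separate AOS dosing from other differences between them. Donor explained 8.80% of the variation (permutation test of distances, adjusted p = 0.106), and edgeR called 11 OTUs, 4 higher and 7 lower in A10-FMT. None of these had a mean share of 1% or more in either group. Library totals without TMM factors gave 4 higher and 2 lower, and DESeq2 gave 6 higher and 24 lower. Without A10-FMT mouse 14 the number of called OTUs was 4. It was 5 without A10-FMT mouse 2, 3, 4, 17 or 19 and 6 without mouse 15 or 23. Leaving out any other single mouse gave 8 to 12. Neither observed OTUs (adjusted p = 0.76) nor the Shannon index (adjusted p = 0.691) differed beyond the spread between mice.

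Whether the treatments undid the change that came with the high-fat diet was examined across OTUs. The Spearman correlation between the log2 fold changes of HFD against control and of A10-FMT against HFD was 0.09. Simulated unchanged groups gave a mean of -0.48 and a range from -0.54 to -0.39 over 100 simulations. The correlation was 0.05 for Con-FMT and 0.08 for HFD+A10, against simulated means of -0.48 for both. All 3 lay above the simulated values (p = 0.0198, the smallest possible here). A difference between HFD and control raises the simulated value by itself. In simulations that kept this difference and had no treatment effect, the mean was -0.16 for A10-FMT, -0.17 for Con-FMT and -0.16 for HFD+A10. All 3 correlations lay above these too (p = 0.0198, the smallest possible here), while a reversal would lie below. These simulations took the HFD mice as 1 group, although they differed with mouse number, so mouse number was brought in after the data had been seen. With a covariate for numbers above 10 the correlations were 0.34 for A10-FMT, 0.25 for Con-FMT and 0.14 for HFD+A10. They lay again above the simulated values that kept the diet difference (p = 0.0198, the smallest possible here). Those simulations still took the HFD mice as 1 group, without a number effect. The covariate also gives every group the same number effect, so this comparison does not decide the part of mouse number. In mice numbered up to 10 alone the FMT groups did not stand out. There the correlation was -0.07 for A10-FMT and -0.15 for Con-FMT, within the simulated values that kept the diet difference (means -0.15 and -0.18, p = 0.0792 and 0.475), and -0.09 for HFD+A10 (mean -0.18, p = 0.0396). Of the 161 OTUs raised by HFD, 19 were lowered and 3 raised in A10-FMT, while 15 were lowered and 7 raised in Con-FMT. Of the 231 OTUs lowered by HFD, 9 were raised and 30 lowered in A10-FMT, while 8 were raised and 14 lowered in Con-FMT. The fold changes of both FMT groups against HFD correlated at 0.85, against a simulated mean of 0.48 for unchanged groups that share the HFD mice. A set of 199 OTUs was called in both comparisons, all in the same direction. That simulation held no number classes, and the HFD mice numbered above 10 enter both comparisons. These values therefore do not show by themselves an effect common to both FMT groups.

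AOS was compared within each diet. On the high-fat diet, HFD+A10 and HFD mice did not separate (7.59% of the variation, permutation test of distances, adjusted p = 0.164). edgeR called 120 OTUs, 20 higher and 100 lower in HFD+A10, but 61 without HFD mouse 18 and 15 when only these groups were fitted. Among mice numbered up to 10 (n = 8 and 5), none was called and 73 had an unadjusted p-value under 0.05. OTU43 made up 1.93% ± 3.43 in HFD+A10 and 0.363% ± 0.413 in HFD (log2 fold change 2.70 ± 0.92 SE, edgeR adjusted p = 0.0382), and 60.1% of its summed share in HFD+A10 came from 1 mouse. With mouse number above 10 as a covariate it was not called (2.47). Observed OTUs were 381 ± 54.0 (adjusted p = 0.122 against HFD, and 0.0355 by an exact permutation test without HFD+A10 mouse 12) and the Shannon index was 4.70 ± 0.73 (adjusted p = 0.102).

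On the regular diet, A10 and control mice did not separate with Bray-Curtis distance (6.46% of the variation, permutation test of distances, adjusted p = 0.164), while they passed the threshold with the 3 other distances. edgeR called 13 OTUs, 11 higher and 2 lower in A10. DESeq2 called 14 higher and 9 lower. Without A10 mouse 4 no OTU was called, and 2 were called without control mouse 5 or control mouse 9. Leaving out any other single mouse gave 8 to 15. OTU578 was at least 177-fold higher in A10 (edgeR adjusted p = 0.00438), but it was detected in 3 of 10 A10 mice and 99.9% of its summed share came from 1 mouse. A10 mice had 609 ± 41.4 observed OTUs (adjusted p = 0.137) and a Shannon index of 6.42 ± 0.36 (adjusted p = 0.377).

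The effect of AOS was compared between diets by an interaction. edgeR called 80 OTUs, 10 higher and 70 lower, and 46 without HFD mouse 18. DESeq2 called 14 higher and 37 lower. In composition, diet held 18.7% of the variation (permutation p = 1e-04, the smallest possible), AOS 3.03% (p = 0.127) and their interaction 2.70% (p = 0.185). The AOS effect on the high-fat diet minus that on the regular diet was -91.9 observed OTUs (permutation p = 0.0175) and -0.98 in the Shannon index (p = 0.0312).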

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

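The tests that use mouse numbers above 10, library depth and single control mice were chosen only after the result was seen.

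Single samples far from the rest of their group were sought in 44 sets of 10 values, covering total counts, diversity, distances and the shares of named OTUs. An outlying sample was found in 16 sets, where chance would give about 2.2. Of these, 10 came from 15 sets of shares of named OTUs, whose values are skewed and which were named partly for high means. The expectation by chance does not apply to such values.

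Among total counts, A10 mouse 10 was the lowest of its group at 37776, with the next at 44053. The Shannon index of control mouse 4 was 3.36 and the next lowest control value was 5.13. HFD mouse 19 had 498 observed OTUs and the next highest HFD mouse had 435. A10-FMT mouse 3 had 310 observed OTUs and the next lowest had 364. The mean distance to the others of its group was 0.394 in A10-FMT mouse 19, below the next value of 0.449. It was 0.764 in Con-FMT mouse 1, above the next value of 0.574. No explanation was tested for these 6 mice.

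The shares of named OTUs were often held by 1 mouse (95% Wilson intervals, counting error only). OTU578 reached 15.3% (14.9 to 15.6) in A10 mouse 4, OTU30 reached 13.0% (12.8 to 13.3) in Con-FMT mouse 1, and OTU43 reached 11.6% (11.3 to 11.9) in HFD+A10 mouse 1. OTU17 reached 19.8% (19.5 to 20.2) in HFD mouse 19, and OTU23 reached 7.99% (7.76 to 8.23) in HFD mouse 11. At lower levels, OTU30 was at 0.451% (0.395 to 0.514) in HFD mouse 18, and OTU17 was at 0.135% (0.107 to 0.171) in A10-FMT mouse 15 and 0.0846% (0.0622 to 0.115) in Con-FMT mouse 17. A single count of OTU629 gave 0.00193% (0.00034 to 0.0109) in HFD mouse 17, and a single count of OTU23 gave 0.00195% (0.00034 to 0.0110) in Con-FMT mouse 1. No explanation was tested for these shares.

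The effect of AOS differed between the diets in 80 OTUs, and 7 of 100 splits of the same samples gave as many, so this number is not beyond what regrouping the mice gives. With mouse number above 10 as a covariate, 17 OTUs were called, so the mouse number may account for most of these calls. Without HFD mouse 18 the number was 46. A biological difference between the diets in the response to AOS stays open and was not separated from the mouse number.

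The effect of AOS on diversity differed between the diets, by -91.9 observed OTUs and -0.98 in the Shannon index. Library depth is argued against for observed OTUs. On counts as deposited the interaction was -95.4 (permutation p = 0.00996), and with the total count of each sample as a term it was -90.8 (p = 0.00408). Any single control mouse with low diversity is argued against for observed OTUs, but not for the Shannon index. Without control mouse 1, which had the fewest OTUs, the interaction in observed OTUs was -73.8 (p = 0.0342), and without control mouse 4, which had the lowest Shannon index, it was -78.4 (p = 0.0325). The interaction in the Shannon index was -0.88 (p = 0.0514) without mouse 1 and -0.68 (p = 0.0609) without mouse 4, so it may rest on such mice. It also lost its threshold without HFD+A10 mouse 3 (p = 0.0534). Leaving out several low control mice together was not tested. Control mice 1, 2 and 4 had 392, 464 and 433 observed OTUs, and the other control mice 544 or more. Low diversity in this set of control mice therefore stays open for observed OTUs. A different response to AOS on both diets remains a hypothesis beside it, and neither diversity comparison of AOS within a diet passed its threshold.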

How the results depend on the processing

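Counts at the lowest total, the permuted rank test, the covariate for mouse numbers above 10 and, for reversal, mice numbered up to 10 alone were chosen after the data had been seen.

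Direction and side of the threshold held in 15 of 18 alternatives for community separation and in 42 of 48 for diversity. For reversal all 12 stayed above simulations without any difference. Those 12 cannot decide on reversal, since a diet difference alone raises the value above such simulations. Library totals and the filter of 10 counts were not set beside simulations that kept the diet difference. Against simulations that kept the diet difference, A10-FMT and Con-FMT did not stand out in mice numbered up to 10 (-0.07 and -0.15). They did with the covariate (0.34 and 0.25), but the simulations for it held no number effect. Counts of called OTUs stayed within 1.5 times in 31 of 62 alternatives. The cause of the changes below was not tested, except where a filter left fewer OTUs to test.

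With the filter of 10 counts in at least 10 samples, which left 425 OTUs, the called OTUs numbered 177 for HFD against control, 126 for A10-FMT against HFD, 118 for Con-FMT against HFD, 5 for A10-FMT against Con-FMT, 39 for HFD+A10 against HFD and 41 for the interaction. With no filter, A10 against control had 43. DESeq2 called 181 for A10-FMT against HFD, 157 for Con-FMT against HFD, 30 for A10-FMT against Con-FMT, 64 for HFD+A10 against HFD, 23 for A10 against control and 51 for the interaction. With only the groups compared, A10-FMT against Con-FMT had 2, HFD+A10 against HFD had 15 and A10 against control had 1. Library totals gave 6 for A10-FMT against Con-FMT. The covariate for mouse numbers above 10 gave 19 for HFD+A10 against HFD and 17 for the interaction, while it stayed within 1.5 times for A10-FMT (268) and Con-FMT (164) against HFD. The permuted rank test called 204 for HFD against control, 4 for A10-FMT and 4 for Con-FMT against HFD, and 0 for A10-FMT against Con-FMT, HFD+A10 against HFD and A10 against control, where 34, 60 and 82 had an unadjusted p-value under 0.05. In simulations this test recovered 23.7% of changed OTUs. Counts at the lowest total kept all 7 numbers within 1.5 times.

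The mouse numbers did not pair all samples across groups. The correlation of deviations between same-numbered mice averaged between -0.05 and 0.24 over the 6 comparisons, and in none was every pair above 0.1. The mean of 0.24 was that of HFD+A10 against HFD, where 3 of 4 pairs lay above 0.1 and other pairs averaged -0.01. In the remaining comparisons at most 1 pair lay above 0.1. With the number as a replicate block, 31 OTUs were called for A10-FMT against HFD, 3 for Con-FMT against HFD, 2 for A10 against control, and 0 for A10-FMT against Con-FMT, HFD+A10 against HFD and the interaction, where 40, 86 and 70 had an unadjusted p-value under 0.05.

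A10 and control mice passed the threshold for composition with square-root abundances (7.89%), Jaccard distance (7.73%) and Aitchison distance (7.88%). Observed OTUs passed it with counts as deposited for A10-FMT against HFD (-33.5) and Con-FMT against HFD (-35.7). For Con-FMT against HFD this held also at 50% of the lowest total (-37.2), with OTUs of at least 10 counts (-38.3) and in mean ranks (-7 ranks). The Shannon index of A10 against control reversed in mean ranks (-0.4 ranks). OTU30 in Con-FMT against HFD reversed with DESeq2 (log2 fold change -1.98) and in the rank test (-2.4 ranks). Among the other alternatives for named OTUs, 21 were weaker and 67 the same. Leaving out single mice changed no call on composition.

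Leaving out each mouse in turn gave 353 to 431 called OTUs for HFD against control, 221 to 299 for A10-FMT against HFD and 192 to 266 for Con-FMT against HFD. It gave 4 (without A10-FMT mouse 14) to 12 for A10-FMT against Con-FMT, 61 (without HFD mouse 18) to 160 for HFD+A10 against HFD, 0 (without A10 mouse 4) to 15 for A10 against control, and 46 (without HFD mouse 18) to 112 for the interaction. The alternatives for Bacteroides, Mucispirillum, the ratio of Bacteroidetes to Firmicutes and the list of genera were not run, because the OTUs were not paired with names.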

Other observations

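The tests that use mouse numbers, those of mislabelling and of library depth, and those of which HFD mice held the called OTUs were chosen only after the result was seen.

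Other splits of the same samples were compared with the real groups. Of 100 splits, the number that gave as many called OTUs, the real one included, was 1 for HFD against control, 1 for A10-FMT against HFD, 2 for Con-FMT against HFD, 2 for A10-FMT against Con-FMT, 7 for HFD+A10 against HFD, 31 for A10 against control and 7 for the interaction. The last 3 numbers are not beyond what regrouping gives. The median of the other splits was 69 called OTUs for A10-FMT against HFD and 64 for HFD+A10 against HFD and 20 for HFD against control.

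The HFD mice differed among themselves with mouse number. Numbers 1, 5, 7, 8 and 10 had a mean distance to control mice of 0.850 ± 0.021 (SD, n = 5), and numbers 11 and 17 to 20 had 0.756 ± 0.006 (n = 5). HFD+A10 mice 11 and 12 had 0.763 and 0.775. No such mice were seen in the FMT groups, whose lowest distance was 0.831. This split of the HFD mice held 36.0% of their variation, the most of all 126 splits into 5 and 5, and 252 OTUs differed across it. The boundary was picked from these same data. Without a boundary, the correlation between difference in number and distance within HFD was 0.397 (one-sided permutation p = 0.0229, adjusted p = 0.0996 over 6 groups).

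Library depth is argued against. With the total count of each sample as a term, which itself held 12.9% of the variation, the split held 33.1%, again the most of all 126 splits. A few OTUs taking most of the counts are argued against too, since it held 35.5% without the 10 most abundant OTUs. Housing or handling order recorded in the mouse number is a candidate explanation. In the other 5 groups together, mice with closer numbers had more similar communities (r = 0.157, one-sided permutation p = 0.0225). No single group passed after adjustment, and r was -0.116 in A10-FMT. The 2 groups on the regular diet gave r = 0.244 (one-sided permutation p = 0.0174). The other 3 HFD-fed groups gave r = 0.136 (p = 0.0669), which did not pass. What the numbers stand for is not known here.

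Mislabelling of A10 mice as HFD is argued against, since HFD mice numbered above 10 had 408 to 498 observed OTUs and A10 mice 552 to 678 (exact permutation p = 0.000333, the smallest possible). Mislabelling of some control mice as HFD cannot be told apart from the pattern, because its tests disagreed. The first used 29 OTUs typical of the other HFD-fed groups and absent from A10 mice. HFD mice 17 and 18 exceeded every control mouse with 0.174% and 0.135% against at most 0.0326%, and mice 11, 19 and 20 did not (exact permutation p = 0.0586 for all 5). The second, added because the first left the question open, was the share of counts in OTUs seen in no other mouse on the regular diet (chow). It was 0.212% in HFD mice numbered above 10 and 0.175% in all mice on the regular diet (exact permutation p = 0.945). Against the control mice alone, at 0.0358%, it was higher (exact permutation p = 0.005), and against the A10 mice, at 0.314%, it did not differ (exact permutation p = 0.773). A10 mouse 4 alone held 1.57%. The third used 128 OTUs typical of A10 mice and rare in the other HFD-fed groups. HFD mice numbered above 10 held 47.2 ± 12.6 of them and control mice 91.8 ± 19.9 (exact permutation p = 0.00133). Their share of counts did not differ, at 10.3% ± 6.80 and 15.1% ± 6.49 (exact permutation p = 0.212), and was at most 0.199% in HFD mice numbered up to 10. The number of these OTUs and the share of counts in OTUs of no other chow mouse argue against control mice for the 5 mice as a set, while the first test and the share of counts in OTUs typical of A10 mice leave some of the 5 open.

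FMT mice lay farther from control mice than HFD mice did. The mean distance was 0.857 ± 0.019 in A10-FMT and 0.803 ± 0.052 in HFD (SD, n = 10, permutation p = 0.00892, adjusted p = 0.016). It was 0.856 ± 0.021 in Con-FMT (p = 0.0107, adjusted p = 0.016). HFD+A10 mice, which had no transplant, lay at 0.848 ± 0.050, which did not pass (permutation p and adjusted p = 0.0633). Their difference passed without the 10 most abundant OTUs (adjusted p = 0.0251), on square-root abundances (0.0243) and with Jaccard distance (0.0319). With Aitchison distance it did not (0.0505). Among mice numbered up to 10 (n = 8 and 5) the HFD+A10 difference was 0.0178 with Bray-Curtis distance (exact permutation p = 0.274). It was 0.0351 on square-root abundances (exact p = 0.0171) and 0.0286 with Jaccard distance (exact p = 0.0295). It did not pass without the 10 most abundant OTUs (exact p = 0.0839) or with Aitchison distance (exact p = 0.603). Library depth is argued against by a difference of 0.0557 for A10-FMT with the total count as a term (permutation p = 0.00692), and abundant OTUs by a difference of 0.0434 without the 10 most abundant. For A10-FMT, HFD mice numbered above 10 remain a candidate explanation, since the difference was 0.0081 among mice numbered up to 10 (n = 4 and 5, exact permutation p = 0.563) and 0.10 among those above 10 (n = 6 and 5, exact p = 0.00216). The change between the classes was 0.0921 (permutation p = 5e-05). For Con-FMT the distances disagreed. Among mice numbered up to 10 (n = 6 and 5) its difference was 0.0122 with Bray-Curtis distance (exact permutation p = 0.387), but 0.0236 without the 10 most abundant OTUs (exact p = 0.0368) and 0.0268 on square-root abundances (exact p = 0.0281). It was 0.0202 with Jaccard distance (exact p = 0.136) and -0.55 with Aitchison distance (exact p = 0.738), the opposite direction. The change between the classes was 0.0778 (permutation p = 0.00012). A loss of chow-like bacteria through transplantation stays open as well and was not tested. It would not account for the difference in HFD+A10 mice.

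edgeR called 282 OTUs in A10-FMT against HFD and the permuted rank test 4, while 366 and 179 had an unadjusted p-value under 0.05. Single mice with high counts cannot be told apart as a part of this. Of the 248 OTUs called lower, 21.8% had at least 90% of their HFD share in 1 mouse. That is not most of them, but more than the 11.2% of 543 OTUs not called. These 543 were not all of the OTUs that were tested and not called. With the highest count of each OTU in each group replaced by the second highest, 283 OTUs were called, 77 higher and 206 lower against 34 and 248 before. That change also raised the calls in HFD against control from 392 to 506 and in A10 against control from 13 to 26, so it decides nothing here. OTUs held by HFD mice numbered above 10 may account for the gap. Of the 248 OTUs called lower, 79.8% had at least 90% of their HFD share in those 5 mice, against 14.2% of the same 543 OTUs. OTU23, detected in 6 of 10 HFD mice and in no A10-FMT mouse, differed by -6 in mean ranks and was not called by the rank test. Whether this holds for the other OTUs was not tested.

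The hypothesis left by these tests is that HFD mice numbered above 10 may carry much of the greater distance of A10-FMT to control mice. Among mice numbered up to 10 that difference was 0.0081. For the separation of A10-FMT from HFD in composition this stays open. Its share was 19.6% up to 10 (permutation p = 0.128) and 43.7% above 10 (p = 0.0019), against 19.6% in all mice. For Con-FMT a difference in distance to control among mice numbered up to 10 is neither shown nor excluded. There 2 of the distances passed and the others did not. Against a number effect shared by all groups as the whole cause stands the covariate for numbers above 10, under which 268 OTUs were still called for A10-FMT and 164 for Con-FMT. Whether the pattern reflects housing, labelling or a response to the diet is open.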
